# Integrated Small RNA Sequencing, Transcriptome and GWAS Data Reveal microRNA Regulation in Response to Milk Protein Traits in Chinese Holstein Cattle

**DOI:** 10.3389/fgene.2021.726706

**Published:** 2021-10-12

**Authors:** Wentao Cai, Cong Li, Junya Li, Jiuzhou Song, Shengli Zhang

**Keywords:** microRNA, transcriptome, GWAS, milk protein, holstein, milk production traits

## Abstract

Milk protein is one of the most important economic traits in the dairy industry. Yet, the regulatory network of miRNAs for the synthesis of milk protein in mammary is poorly understood. Samples from 12 Chinese Holstein cows with three high ( ≥ 3.5%) and three low ( ≤ 3.0%) phenotypic values for milk protein percentage in lactation and non-lactation were examined through deep small RNA sequencing. We characterized 388 known and 212 novel miRNAs in the mammary gland. Differentially expressed analysis detected 28 miRNAs in lactation and 52 miRNAs in the non-lactating period with a highly significant correlation with milk protein concentration. Target prediction and correlation analysis identified some key miRNAs and their targets potentially involved in the synthesis of milk protein. We analyzed for enrichments of GWAS signals in miRNAs and their correlated targets. Our results demonstrated that genomic regions harboring DE miRNA genes in lactation were significantly enriched with GWAS signals for milk protein percentage traits and that enrichments within DE miRNA targets were significantly higher than in random gene sets for the majority of milk production traits. This integrated study on the transcriptome and posttranscriptional regulatory profiles between significantly differential phenotypes of milk protein concentration provides new insights into the mechanism of milk protein synthesis, which should reveal the regulatory mechanisms of milk secretion.

## Introduction

Milk protein is one of the best protein sources for humans (Anderson et al., 2004). It also affects milk-manufacturing properties such as cheese yields, milk coagulation time and curd firmness (Auldist et al., 2004; Wedholm et al., 2006). Improving milk protein yields and quality can increase the economic outcome of the dairy industry. It has been reported that the amount and compositions of proteins in milk are determined mainly by genetic factors (Auldist et al., 2004). The heritabilities of milk protein compositions were moderate to high in Dutch Holstein-Friesian cattle, ranging from 0.25 to 0.80 (Schopen et al., 2009). So far, several strategies, such as QTL mapping, candidate gene analysis, genome-wide association studies (GWAS), or next-generation sequencing (NGS) technologies (Georges et al., 1995; Gambra et al., 2013; Zhou et al., 2019), have been adopted to identify several causal genes and mutations associated with increased protein yield and composition. However, the synthesis and secretion of milk proteins involve complex physiological and biochemical processes. One of these mechanisms is related to the role of microRNAs (miRNAs), which need to be thoroughly examined.

MiRNAs are a class of small (18–24 nucleotide) RNAs that are involved in the regulation of gene expression by targeting messenger RNAs (mRNAs). The vast majority of miRNA genes are transcribed by the RNA polymerase II, which generates long primary transcripts (pri-miRNA) that contain a hairpin stem-loop structure (Lee et al., 2003). miRNAs are processed from double-stranded hairpin precursors by Drosha protein in the nucleus and Dicer protein in the cytoplasm. The final single-stranded mature miRNA hybridizes with the RNA-induced silencing complex (RISC) to undergo gene inhibition (Robb and Rana, 2007; Kim et al., 2009). Unlike other regulators, miRNAs exert highly complex and combinatorial regulations by targeting hundreds of mRNA transcripts (Shivdasani, 2006). Extensive research in the past decade indicates the involvement of miRNAs in various biological processes such as cell development, proliferation, differentiation and apoptosis (Johnson et al., 2005; Gu and Iyer, 2006; Zhou et al., 2007). Recently, miRNAs have been shown to play important roles in the milk secretion process through their altered regulation of genes involved in milk protein and fat synthesis (Wang et al., 2016; Cui et al., 2020). Fifty-six mammary miRNAs were reported to have significant differences in expression between the lactation and non-lactating periods (begins 60 days before the expected calving) in Holstein cows (Li et al., 2012b). Several miRNAs, such as miR-15a (Li et al., 2012a), miR-139 (Cui et al., 2017), miR-423-5p (Mahmoudi et al., 2015), miR-101b (Tanaka et al., 2009), miR-486 (Li et al., 2015a), miR-152 (Wang et al., 2014), miR-135 (Ji et al., 2015) and miR-138 (Li et al., 2012b), appear to affect milk protein synthesis by regulating key genes of protein synthesis pathways. Although the identification and characterization of miRNA in bovine have been reported (Li et al., 2012b; Le Guillou et al., 2014; Li et al., 2015b; Wang et al., 2016), to our knowledge, only a few studies describe miRNA profiles specific to the synthesis of milk protein in bovine. The inspiration of many miRNA studies in milk protein synthesis in bovine was extrapolated, some even from another biological process that was unknown in mammary tissue before (Li et al., 2015a; Cui et al., 2017). The real miRNA profiles specific to milk protein traits are limited in bovine.

In this study, the hypothesis was that miRNAs have potential roles in milk protein production of cattle. Using miRNA-seq and RNA-seq, we investigated the miRNA profiles of mammary glands from 12 Chinese Holstein cows with three high (≥3.5%) and three low (≤3.0%) phenotypic values for milk protein percentage in lactation and non-lactating period. We believe that the results from the integrated transcriptome analyses of miRNA, mRNA and GWAS signals will help us identify new miRNA related to milk protein, further enhancing our understanding of the mechanisms of milk protein synthesis.

## Materials and Methods

### Ethics approval and consent to participate

All animal experiments were performed following the recommendations in the Guide for the Care and Use of Laboratory Animals of China. The study protocol was approved by the College of Animal Science 98 and Technology, China Agricultural University (Permit Number: DK996).

### Mammary Samples

The 12 multiparous (second to fourth parities) and healthy Chinese Holstein cows with three too high and three low phenotypic values for milk protein percentage peak and non-lactation period were chosen from the Beijing Sanyuan Dairy Farm Center (Beijing, China), which has been described in the previous study (Li et al., 2016). In brief, the cows were maintained in free stall housing and were fed a total mixed ration (TMR) with *ad libitum* access to water. We defined a high milk protein percentage group as those cows with 3.5% protein and the low milk protein percentage group was composed of cows with 3.0% protein throughout the previous lactation based on Dairy Herd Improvement system (DHI) data (Supplementary Table S1). Six cows were selected at approximately 79 days postpartum (peak lactation) and the other six cows during the non-lactating period (∼30 days before the expected calving).

All mammary samples were retrieved using a biopsy, which was performed according to the method of with modifications. Briefly, the skin of the selected biopsy site was first shaved and disinfected with ethanol (75%). Then, the site was anesthetized with SU-MIAN-XIN and injected subcutaneously with 1 ml of procaine. A 1.5-cm incision was made in the skin at the midpoint of a rear quarter of the mammary gland and connective tissue using shears and tweezers, which was blunt-dissected away exposing the secretory gland capsule. Mammary tissue biopsy (∼500 mg) was then obtained and immediately placed in liquid nitrogen and subsequently stored at −80°C until RNA isolation. The suture was tied as the cannula was removed and pressure applied to reduce the collection of blood under the skin. Immediately after the experiment, all 12 cows received antibiotic prophylaxis and anti-inflammatory therapy.

### RNA Extraction and Library Preparation for Small RNA Sequencing

Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, United States). Twelve small RNA libraries from RNA integrity and concentration were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2,100 System (Agilent Technologies, CA, United States). All RNA samples had an RNA integrity number of at least 7.5. Fifteen percent agarose gels separated the total RNA to extract the small RNA (18–30 nt). After precipitation by ethanol and centrifugal enrichment of small RNA samples, the library was prepared according to the method and process of Small RNA Sample Preparation Kit (Illumina, RS-200-0048). The RNA concentration of the library was measured using Qubit^®^ RNA Assay Kit in Qubit^®^ 2.0 for preliminary quantification and then diluted to 1 ng/μl. Insert size was assessed using the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, United States). After the insert size consistent with expectations, the qualified insert size was accurate quantitative using the Taqman fluorescence probe of AB Step One Plus Real-Time PCR system (Library valid concentration >2 nM). The qualified libraries were sequenced by an Illumina HiSeq 2500 platform and 50-bp single-end reads were generated.

### Identification of Small RNAs

Quality trimming and adaptor removal of the Illumina reads were carried out using Cutadapt 2.8 and Trimmomatic 0.36 (Martin, 2011; Bolger et al., 2014). After filtering for their size (18–30 nt), the cleaned reads were categorized into unique tags and then mapped to the bovine (ARS-UCD 1.2) reference genomes by Bowtie 1.1.1 with one mismatch (Langmead, 2010). All the downstream analyses were based on the mapped small RNA tags.

The matching sequences ranging from 18 to 30 nt were used to align against mirbase 22.0 (http://www.mirbase.org/) to identify known miRNAs by miRDeep2 with a quantifier. pl module (Mackowiak, 2011). The sequences matching other small RNAs, including rRNA, snRNA, repeat RNA, tRNA and snoRNA, were compared with *Bos taurus* noncoding RNA sequences in the Sanger RNA family database (Rfam 12.1) using Infernal 1.1 (Griffiths-Jones et al., 2003; Nawrocki and Eddy, 2013). Unannotated sequences combined with the known miRNA annotation from *Ovis aries*, *Capra hircus*, *Sus scrofa*, *Mus musculus*, and *Homo sapie*ns were used to predict the novel miRNAs according to the characteristic hairpin structure of miRNA precursors by miRDeep2 core module miRDeep2. pl. The miRNAs expressed in at least two samples were considered as novel miRNAs. To make small RNA mapped to unique annotation, we followed the priority rule: known miRNA > rRNA > tRNA > snRNA > snoRNA > repeat > novel miRNA > ta-siRNA.

### Differential Expression Analysis

Differentially expressed (DE) miRNAs between high and low milk protein percentage during peak and non-lactating periods (i.e., HP vs. LP, HD vs. LD) were investigated using the DESeq2 R package (Love et al., 2014). RNA-Seq read counts were modeled by a generalized linear model considering the experimental design, with two phenotypes (high milk protein percentage and low milk protein percentage) and two stages of lactation (peak lactation and non-lactating period). The model for the HP vs. LP and HD vs. LD comparisons only included the phenotype factor. The statistical power of this experimental design was estimated using the SSPA R package (Iterson et al., 2013), which reached 0.63 and 0.76 for the HP vs LP and HD vs. LD, respectively (Supplementary Figure S1). MiRNAs with a *p*-value <0.05 and log_2_ (fold change)| >0.8 were assigned as DE (Zheng et al., 2015). The expression patterns of DE miRNAs across four groups were performed using the k-mean method (Ahmad and Dey, 2007). Using gap statistics, we determined that k = 7 was the optimal choice for distinguishing these miRNAs (Supplementary Figure S2).

### MiRNA Function Prediction and Regulatory Network Construction

We predicted the binding of DE miRNAs to the putative targets using miRanda V3.3a with score ≥50 and energy ≤ −20 kcal/mol (Enright et al., 2003). The predicted target genes were combined with the previous transcriptome profiling data (Li et al., 2016). We identified the correlations between miRNA and target genes in expression using an in-house R script. Briefly, the expressions of miRNA and their targets were sample-matched for all samples. Then for each miRNA, Pearson correlation coefficients were computed for all its targets; only targets significantly (*p*-value <0.05) and inversely correlated with miRNAs in expression were obtained. To evaluate the miRNA-gene regulatory network, GO term and KEGG pathway enrichment analyses were used to investigate putative functions of target genes using DAVID (https://david.ncifcrf.gov/) (Huang et al., 2007). The statistical significance of GO term or KEGG pathway enrichment was measured by Fisher’s exact test with *p*-value <0.1.

### Regulatory Network Construction

We selectively analyzed the DE miRNA-DE mRNA pairs that the targets of DE miRNA were also in DE either HP vs. LP or HD vs. LD. After the functional annotation, miRNAs and their targeting genes and pathways were subjected to the network visualization analysis. The Cytoscape 3.2.1 software was used to construct the network (Smoot et al., 2011).

### The Enrichment Analysis of Genome-Wide Association Studies Signals

We obtained summary statistics of single-trait GWAS for five milk production traits (milk yield, milk protein yield, milk fat yield, milk protein percentage, and milk fat percentage), heifer conception rate, and somatic cell score (SCS) in cattle, as described previously (Jiang et al., 2019). Here we provided a summary. The de-regressed PTAs (predicted transmitting abilities) were used as a phenotype in all seven traits. The imputation phase was from Run 5 of the 1000 Bull Genomes Project (Daetwyler et al., 2014). After sequence marker imputation and quality control, genotypes of 3,148,506 sequence variants for 27,214 Holstein bulls were obtained. The single-trait GWAS analyses were conducted using a mixed-model approach by MMAP (https://mmap.github.io/).

To check whether the SNP effects were more enriched in candidate feature than background regions, we applied a sum-based method for GWAS signal enrichment analysis. The sum-based method uses signals of all markers within a predefined candidate feature. Briefly, we calculated the following summary statistics for candidate feature:

$$T_{sum}=\overset{m_{g}}{\underset{i=1}{\sum }}{\text{β}}^{2}$$ (1)

in which $T_{sum}$ is the summary statistics for a tested feature group, is the number of SNPs located in the candidate feature and β is the estimate of marker effect obtained from the GWAS summary statistics. Using Eq. 1, we calculated the $T_{sum}$ for candidate feature.

To perform the permutation test in background feature, we first assumed the SNP markers of the GWAS summary statistics located in background regions which were numbered as 1 … *M*. The observed SNPs located in the prior feature were $N_{1}$ , $N_{2}$ , $N_{3}$ , …, $\;N_{n}$ . Their test statistics were ${\text{β}}_{N_{1}}^{2}$ , $\;{\text{β}}_{N_{2}}^{2}$ , ${\text{β}}_{N_{3}}^{2}$ , …, ${\text{β}}_{N_{n}}^{2}$ . We chose number R within 1 ∼ M. Then, the observed SNP set was shifted to the new rank order ( $P_{1}$ , $P_{2}$ , $P_{3}$ , …, $P_{n}$ ) based on random number R using the following formula:

$$P_{i}=\{\begin{array}{c} N_{i}+R,\;\;\;\;\;\;\;\;\;\;\;\;N_{i}+R\leq M\\ N_{i}+R-M\;,\;\;N_{i}+R>M \end{array}$$ (2)

All test statistics were moved to the new positions, with the remaining markers maintaining the original order. A new summary statistic of a background region ( ${\text{β}}_{P_{1}}^{2}$ , $\;{\text{β}}_{P_{2}}^{2}$ , $\;{\text{β}}_{P_{3}}^{2}$ , …, ${\text{β}}_{P_{n}}^{2}$ ) was calculated based on the original position of the feature. The permutation in background regions was repeated 10,000 times for each studied candidate feature and an empirical *p*-value was then calculated based on one-tailed tests of the proportion of randomly sampled summary statistics larger than that observed using the following formula:

$$P=\left(N_{over}\mathrm{+1}\right)/10001$$ (3)

where $N_{over}$ represents the times of the permutated $T_{sum}$ which was found larger than that of the candidate feature $T_{sum}$ . We corrected empirical *p* values for the multiple testing using the FDR method implemented in R (p.adjust function) and then considered FDR < 0.05 as significant. To avoid bias by the *DGAT1* gene, we conducted the GWAS enrichment analysis by excluding SNPs located in the *DGAT1* gene or 1-Mb upstream/downstream extended region of the *DGAT1* gene. This sum-based method for GWAS signal enrichment analyses using Perl scripts is available (https://github.com/WentaoCai/GWAS_enrichment).

## Results

### Overview Over Small RNA Sequencing

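Small RNA libraries from mammary biopsies of 12 cows were analysed, 3 in each of 4 groups. HP and LP denote high and low milk protein percentage in lactation, sampled 70 to 85 days in milk. HD and LD denote high and low milk protein percentage in the non-lactating period, sampled 24 to 35 days after dry-off and 20 to 39 days before calving. Group names are those of the deposited table, and every direction given for HP vs LP and HD vs LD follows those names. Each library comes from a different cow. The authors trimmed the reads, kept those of 18 to 30 nt, mapped them to ARS-UCD1.2 and counted known miRNAs of miRBase 22.0 with the quantifier module of miRDeep2. They deposited 1 value per miRNA precursor and library in a unit they call TPM. The values are proportional to reads, without a correction for length, and each library sums to between 999952 and 999976. The table holds 426 entries for 388 mature miRNAs, of which 36 are listed with more than 1 precursor, where a read can be counted at each precursor. For those miRNAs the precursor with the highest mean was used.

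Within each library at least 99.4% of the values were whole multiples of 1 step, the value of a single read, so the number of reads counted over the entries of a library follows from its step. It ranged from 6026613 to 12259461 in HP (median 10233218), from 7927502 to 13373833 in LP (median 11231514), from 11047253 to 23577187 in HD (median 22037841) and from 14326342 to 21520734 in LD (median 20895158). The paper's table of clean reads gives 22247799 to 23936015 reads per library before mapping. The values used here rest on the implied reads. The smallest expression that 3 reads give was 0.127 TPM in the deepest library and 0.498 TPM in the shallowest. This floor covers counting error only, since PCR copies are not independent molecules. For the comparisons, TPM was divided by a size factor per library (the median of ratios), 1 was added, and log2 was taken. Each comparison was fitted with limma over the 6 libraries of a stage, with a mean-variance trend. DE miRNAs had an unadjusted p-value under 0.05 and an absolute log2 fold change over 0.8, as in the paper, and Benjamini-Hochberg adjusted values were computed beside them. A log2 fold change is low over high on the log2(normalized TPM + 1) scale, which understates the change of miRNAs expressed at a few TPM.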

To study miRNAs in milk protein synthesis’ complex process, we profiled miRNA expression differences between the high milk protein percentage and low milk protein percentage groups in both lactation and non-lactating period using small RNA sequencing. After trimming adaptor sequences and removing contaminated reads, an average of 23.0 million clean reads ranges from 22.4 to 23.9 million were generated. Then, we categorized them into unique tags; an average of 1.1 million unique tags was obtained (Supplementary Table S2). We separately mapped clean reads and unique tags to the bovine (ARS-UCD1.2) reference genomes. The mapping rates were about 90.0 and 74.4% using total clean reads and unique tags, respectively (Supplementary Table S3). The majority of the mapped reads ranged from 21 to 23 nt in length and the 22-nt small RNA was the most abundant (Figure 1A). As expected, most reads were observed to match with the 3′-untranslated region (UTR) and 5′-UTR allocating miRNAs (Figure 1B). These results confirm that the small RNA sequencing process is reliable in our study. The residual fraction of mapped reads not corresponding to miRNAs was distributed among a miscellanea of annotated regions, including rRNAs (14.76%), tRNAs (3.48%), snoRNAs (0.38%), snRNAs (0.78%) and repeats (0.04%) (Figure 1C).

**FIGURE 1:**
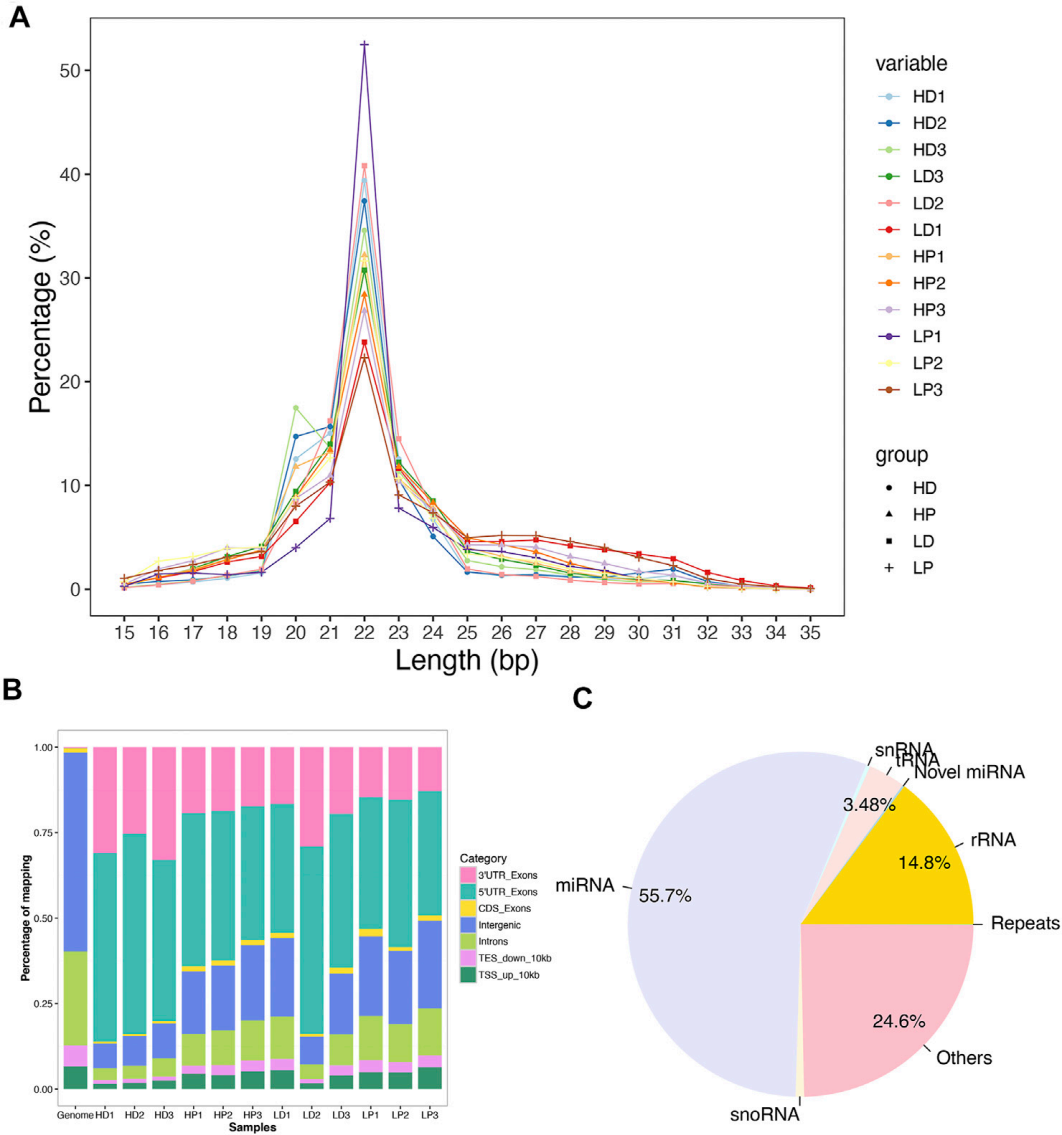
Mapping statistics. **(A)** Length distribution of the mapped reads across 12 libraries. **(B)** The genome distributions of the mapped reads for all 12 samples. **(C)** The relative abundance of different classes of small RNAs in the total reads was successfully mapped to the bovine genome.

### Identification of Known and Novel miRNAs

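Of the mature miRNAs in the deposited table, 388 exceeded 0.5 TPM in at least 2 of the 12 libraries. All 426 precursor entries passed the same limit, so the limit removed nothing here. With 3 libraries required in place of 2 the number stayed at 388, and above 1 TPM it was 384. In every one of the 12 libraries, 314 miRNAs exceeded 0.5 TPM. The number above 0.5 TPM in all 3 libraries of a group was 343 in HP, 343 in LP, 357 in HD and 339 in LD. The 3-read floor of the shallowest library nearly reaches the 0.5 TPM limit, so an absence near that limit was not detectable there. Expression was unevenly spread. The 10 most highly expressed miRNAs held 65.7% of the TPM summed over the 388 miRNAs, with 1 precursor kept for each. A mean under 10 TPM was found for 154 miRNAs.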

We identified 388 known miRNAs expressed in at least two samples, which accounted for 38.7% of all known bovine miRNAs deposited in miRbase 22.0 (transcripts per million, TPM >0.5). 

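Distances between the 12 libraries were computed over the 388 miRNAs. With TPM values, the nearest library came from the same group for 8 of the 12 libraries and from the same stage for 11, where 2.18 from the same group are given by chance. With log2(TPM + 1) values, the nearest library came from the same group for 6 libraries and from the same stage for all 12. On that scale the mean root mean square difference was 0.842 between libraries of a group, 0.851 between libraries of the same stage but different groups and 1.27 between libraries of different stages. The difference between groups of one stage was on that scale close to the spread among replicates, whereas the stages lay farther apart. With TPM values the mean Euclidean distance was 71290 within groups, 85529 between groups of the same stage and 155575 between stages. The correlation across miRNAs ranged from 0.937 to 0.993 over all pairs of libraries, and no pair held identical values.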

Despite differences in sample characteristics, samples from the same group clustered together based on their miRNA expression profiles (Figure 2A). The first principal component (PC1), explaining the most variance in miRNA expression, separates the samples by lactating stage. 

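In the principal component analysis of the centred TPM values, PC1 explained 69.9% of the variance. Stage accounted for 87.1% of the variance of the PC1 scores (two-sided exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). Through the fits that each left out 1 library, this share stayed between 84.7% and 94.0%. PC1 on this scale was carried by few miRNAs, with 80.7% of the squared loadings on miR-148a and 8.51% on miR-143. Computed from log2(TPM + 1) values, PC1 explained 46.2% of the variance, and stage accounted for 93.7% of its scores.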

PC2 separates the samples by the phenotype of milk protein percentage. 

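PC2 of the centred TPM values explained 17.9% of the variance, and the phenotype accounted for 55.6% of the variance of its scores over the 12 libraries (two-sided exact permutation test, p = 0.00866). Within lactation the share was 94.8% and every HP library lay on one side of every LP library (exact two-sided p = 0.1, the smallest that 3 libraries against 3 allow). Within the non-lactating period the share was 41.2% (exact two-sided p = 0.2), so HD and LD overlapped. A single miRNA, miR-143, held 86.2% of the squared loadings of PC2. The separation changed most on the log2(TPM + 1) scale, where the phenotype accounted for 9.51% of the variance of the PC2 scores (exact two-sided p = 0.323). Without LD replicate 2 the share on the TPM scale was 31.2% (exact two-sided p = 0.0779). The share within lactation was 15.5% on the log2(TPM + 1) scale (exact two-sided p = 0.6) and 53.8% after size factors. On the TPM scale without LD replicate 2 it was 48.2% (exact two-sided p = 0.3). The other fits that each left out 1 library gave at least 92.7% within lactation.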

We also compared the miRNAs with the top greatest expression (top 20) in the mammary tissue at lactation and non-lactating periods (Supplementary Figure S3). 

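Ranked by mean TPM over the 6 libraries of a stage, 18 miRNAs were among the 20 highest in both stages. The number ranged from 17 to 19 when 1 library was left out. In lactation only, the list held miR-126-3p and miR-30e-5p. In the non-lactating period only, it held miR-142-5p and miR-125b. miR-126-3p ranked 13 in lactation with 13734 ± 2133 TPM (SD, n = 6) and 25 in the non-lactating period with 7027 ± 2316 TPM (SD, n = 6; two-sided exact permutation test, p = 0.00433). Its log2 fold change of lactation over the non-lactating period was 1.12 (SE 0.16, limma adjusted p = 0.000127). For miR-142-5p the means were 5551 ± 1604 TPM (rank 23) and 10254 ± 3738 TPM (rank 15; SD, n = 6, exact permutation p = 0.00433), and the log2 fold change was -0.77 (SE 0.25, limma adjusted p = 0.0233). miR-30e-5p had 7774 ± 1179 TPM in lactation against 7161 ± 1940 TPM, and miR-125b had 7760 ± 2737 TPM in lactation against 10197 ± 2250 TPM (SD, n = 6). Neither difference exceeded the spread among libraries (limma adjusted p = 0.238 and 0.230).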

The top expressed miRNAs in both of the two stages were the same except for miR-142 and miR-126, which were explicitly expressed higher in lactation and non-lactating period, respectively. 

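miR-148a had 154416 ± 29355 TPM (SD, n = 6) in lactation, where it was the highest miRNA in 5 of the 6 libraries, and 25845 ± 13789 TPM (SD, n = 6) in the non-lactating period, where it ranked 8. Its log2 fold change of lactation over the non-lactating period was 2.79 (SE 0.26, limma adjusted p = 4.8e-06), and every lactation library exceeded every non-lactating library (two-sided exact permutation test, p = 0.00216). miR-143 had the highest mean in the non-lactating period, 128167 ± 49923 TPM, against 98926 ± 32405 TPM in lactation (SD, n = 6). It was the highest miRNA in 3 of the 6 non-lactating libraries and in 1 lactation library. In 2 other non-lactating libraries miR-26a was the highest, with a mean of 97473 ± 12240 TPM (SD, n = 6), and in LD replicate 3 it was miR-30a-5p. The difference in miR-143 between the stages was within the spread among libraries (log2 fold change -0.26, SE 0.29, limma adjusted p = 0.496).

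**Figure D1:**
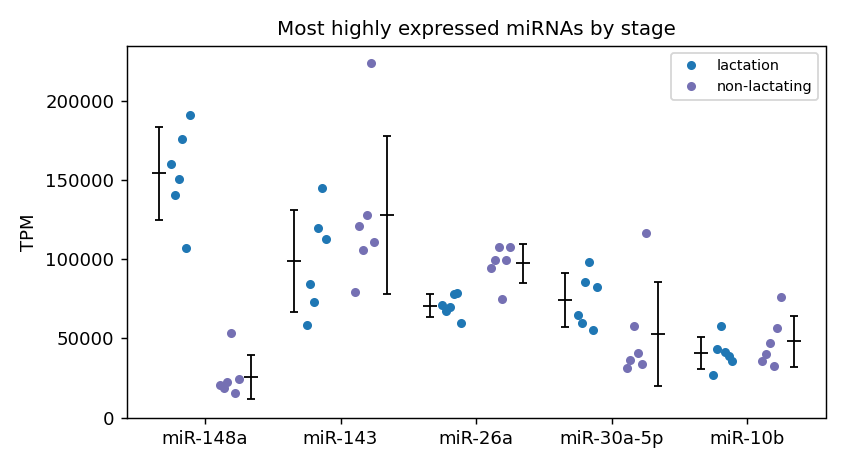
TPM of miR-148a, miR-143, miR-26a, miR-30a-5p and miR-10b on a linear axis, with 1 point per library, coloured by stage, and the mean and SD of each stage (n = 6) as a bar with whiskers. The points of miR-148a do not overlap between the stages (means of 154416 and 25845 TPM), whereas those of miR-143 do.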

The highest expression of miRNAs in lactation was miR-148a, while miR-143 was the most highly expressed in the non-lactating period. In addition, we characterized 297 novel miRNAs expressed in at least two samples, including 172 and 188 novel miRNAs identified in lactation and non-lactating period. Interestingly, we found 17 novel miRNAs expressed in all 12 samples (Supplementary Table S4).

**FIGURE 2:**
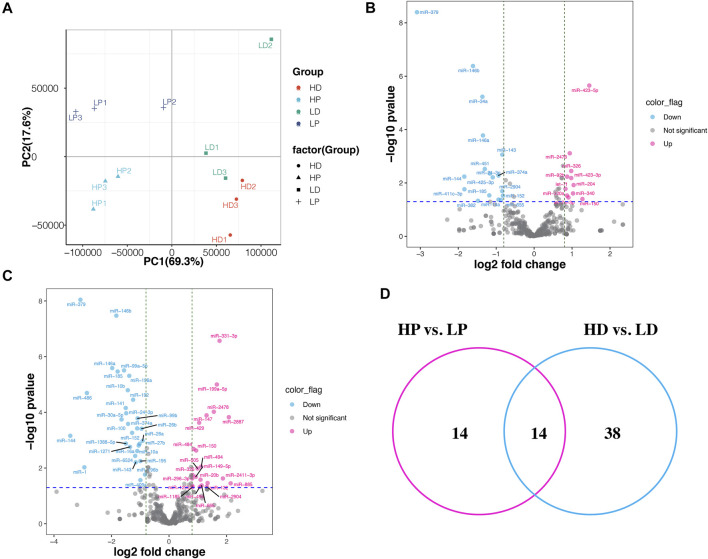
Differentially expressed miRNAs between high and low milk protein percentage. **(A)** The principal component analysis (PCA) scatter plot of miRNA expression in the 12 samples. PCA plot showing variance of the three biological replicates of each of the groups. The percentages on each axis represent the percentages of variation explained by the principal components. **(B)** Volcano plot displaying differentially expressed miRNAs of HP vs. LP. The pink and blue dots represent the significantly upregulated and down-regulated miRNA; the gray dots represent miRNAs whose expression levels do not reach statistical significance. **(C)** Volcano plot displaying differentially expressed miRNAs of HD vs. LD. **(D)** Venn diagram depicting commonly and uniquely DE miRNAs detected by HP vs. LP and HD vs. LD.

### Differentially Expressed miRNA Within Extreme Phenotypes in Lactation and Non-lactating Period

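Between the libraries labelled HP and LP, 39 of the 388 miRNAs were DE, 23 higher and 16 lower in LP. At an unadjusted p-value under 0.05 alone there were 61, and 1 had a Benjamini-Hochberg adjusted p-value under 0.05. For 31 of the 39 DE miRNAs, the 3 HP and 3 LP libraries did not overlap. Over all miRNAs that held for 77 of 388 (19.8%), where chance gives 10%. The miRNA that passed the adjustment was miR-379, with 8.09 ± 1.87 normalized TPM in HP and 70.1 ± 37.3 in LP (SD, n = 3; log2 fold change 2.86, SE 0.41, limma adjusted p = 0.0149). miR-423-5p had 1576 ± 525 normalized TPM in HP and 573 ± 76.4 in LP (SD, n = 3; log2 fold change -1.42, SE 0.28, limma adjusted p = 0.0599). For miR-34a the values were 58.2 ± 2.39 and 149 ± 33.7 (SD, n = 3; log2 fold change 1.32, SE 0.28, limma adjusted p = 0.0599). Among the smallest p-values were also miR-11977 (log2 fold change 1.39, SE 0.29) and miR-2313-3p (log2 fold change -1.61, SE 0.34), both with a limma adjusted p of 0.0599. Their means of 6.32 and 1.39 TPM are low, and neither was DE with 5 added before log2 in place of 1.

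The count moved most with the pseudocount, to 22 DE miRNAs with 5 added and 50 with 0.1 added. When each library was left out in turn it ranged from 24, without LP replicate 1, to 53, without HP replicate 1. Libraries of the same replicate number deviated from their group means in opposite directions, if weakly (r = -0.161 across miRNAs and pairs). With the replicate number as a block, 34 miRNAs were DE and 0 passed the adjustment. The limma adjusted p of miR-379 was then 0.0925, and it ranged from 0.0053 to 0.367 over the alternatives that kept all libraries.

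**Figure D2:**
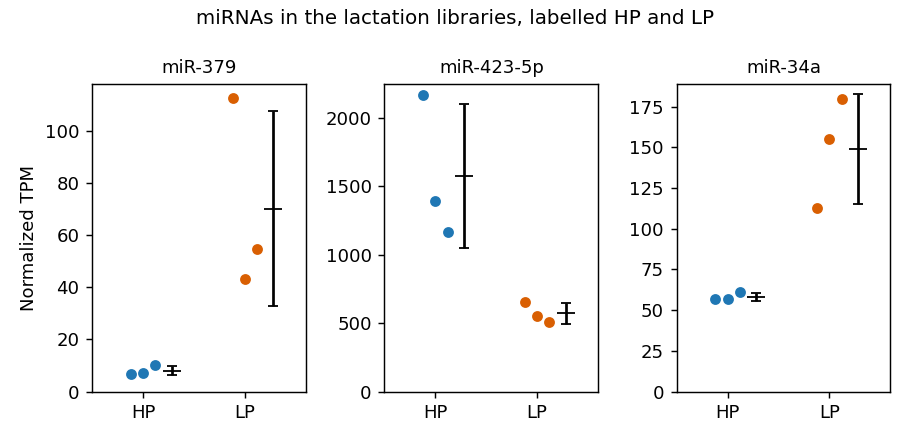
Normalized TPM of miR-379, miR-423-5p and miR-34a on linear axes in the 3 libraries labelled HP and the 3 labelled LP, with 1 point per library and the mean and SD of each group (n = 3) beside the points. HP and LP do not overlap in any of the 3 miRNAs, and LP varied most in miR-379 (70.1 ± 37.3).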

We identified 28 DE miRNAs between HP and LP groups in lactation, including 11 upregulated and 17 downregulated miRNAs in the LP group relative to the HP group (*p*-value <0.05, |log_2_ (fold change)| >0.8, as shown in Figures 2B,C; Supplementary Table S5A). A total of 52 miRNAs were DE between the HD and LD groups in the non-lactating period, including 22 upregulated and 30 downregulated miRNAs in the LD group relative to the HD group (Supplementary Table S5B). 

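Between the libraries labelled HD and LD, 13 miRNAs were DE, 8 higher and 5 lower in LD. At an unadjusted p-value under 0.05 there were 19, and with Benjamini-Hochberg adjustment 0 (the smallest limma adjusted p was 0.936). In 11 of the 13 the HD and LD libraries did not overlap. Among all miRNAs that held for 40 of 388 (10.3%), about the share that chance gives. miR-33b had 4.94 ± 1.54 normalized TPM in HD and 15.5 ± 5.12 in LD (SD, n = 3; log2 fold change 1.46, SE 0.36). miR-211 had 16.6 ± 4.04 in HD and 5.53 ± 3.30 in LD (log2 fold change -1.54, SE 0.44), and let-7e had 1413 ± 203 in HD and 805 ± 132 in LD (log2 fold change -0.81, SE 0.26). The values of miR-142-3p were 152 ± 69.9 and 306 ± 30.7 (log2 fold change 1.11, SE 0.38). miR-187 was near the floor, with 2.03 ± 0.548 in HD and 0.683 ± 0.139 in LD (log2 fold change -0.83, SE 0.22). Each of these differences had a limma adjusted p of 0.936.

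Without the size factors 3 miRNAs were DE, 0 higher and 3 lower in LD, and the median log2 fold change of all miRNAs moved from 0.03 to -0.16. Leaving out each library in turn gave between 6 DE miRNAs, without HD replicate 2, and 36, without LD replicate 1. Libraries of the same replicate number deviated together from their group means (r = 0.365 across miRNAs and pairs). As a block, the replicate number gave 17 DE miRNAs and again 0 after adjustment.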

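No miRNA was DE in both HP vs LP and HD vs LD. Counting only an unadjusted p-value under 0.05, 2 miRNAs passed in both, miR-187 (log2 fold changes of -0.55 and -0.83) and miR-211 (-0.62 and -1.54), both lower in the libraries labelled LP and LD. With a pseudocount of 0.1 both were DE in both comparisons. With the replicate number as a block, miR-146a was, and leaving out single libraries gave from 0 to 6 such miRNAs. miR-187 is expressed near the floor, at 0.686 ± 0.028 normalized TPM in HP and 0.157 ± 0.095 in LP (SD, n = 3). In lactation miR-211 was also low, at 0.868 ± 0.542 TPM (SD, n = 6). Its log2 fold change in HP vs LP ranged from -1.28 to -0.19 over the alternatives that kept all libraries. The miRNAs miR-143, miR-144, miR-146a, miR-146b, miR-150, miR-152, miR-16a, miR-185, miR-24-3p, miR-2478, miR-2904, miR-326, miR-374a and miR-379 were considered as a set. Of these 14, 12 changed in the same direction in both stages, 13 were DE in HP vs LP and 0 in HD vs LD. miR-143 rose from 71084 ± 12569 normalized TPM in HP to 127244 ± 15561 in LP (SD, n = 3; log2 fold change 0.85, SE 0.27, limma adjusted p = 0.224). In the non-lactating period it had 97108 ± 33643 in HD and 183589 ± 117652 in LD (SD, n = 3; log2 fold change 0.79, SE 0.57, limma adjusted p = 0.994), a difference within the spread among LD libraries.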

Interestingly, we found that 14 DE miRNAs exhibited common expression level differences across the two comparison groups (Table 1; Figure 2D). The clustering heat map of all 66 DE miRNA expression profiles from HP vs. LP or HD vs. LD is shown in Figure 3A.

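Counted here, 52 miRNAs were DE in either comparison, and 25 of the 66 miRNAs of Table 1 were among them. Of the 28 listed for HP vs LP, 17 were higher and 11 lower in LP, 25 were DE and 27 had an adjusted p-value under 0.05 when adjusted over the list alone. Since that list was itself chosen on these libraries, this shows no stability. Of the 52 listed for HD vs LD, 34 were higher and 18 lower in LD. The number with an unadjusted p-value under 0.05 was 0, and so was the number adjusted over the list alone. The paper's fold changes for HD vs LD match HD3, LD2 and LD3 as the high group (r = 1.00). At the deposited labels used here r was -0.739. The 0 of 52 therefore does not test that list on the grouping its values match. Across all 388 miRNAs the log2 fold changes of HP vs LP and HD vs LD had a Pearson correlation of 0.306 and a Spearman correlation of 0.271. miRNAs are not independent replicates, so this describes these libraries only. The correlation ranged from 0.110 to 0.431 when single libraries were left out. The sign was the same in both comparisons for 234 of 388 miRNAs (60.3%) and for 45 of the 66 of Table 1. Of the 52 listed for 1 stage only, 33 had the same sign in both (two-sided exact binomial test against equal chances, p = 0.0704). That test takes miRNAs as independent, which they are not. Since 60.3% of all miRNAs shared a sign, it also does not measure agreement particular to the list. A test of whether the phenotype difference depended on stage, over all 12 libraries, gave 20 miRNAs with an unadjusted p-value under 0.05 and 0 after adjustment (smallest limma adjusted p = 0.288).

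**Figure D3:**
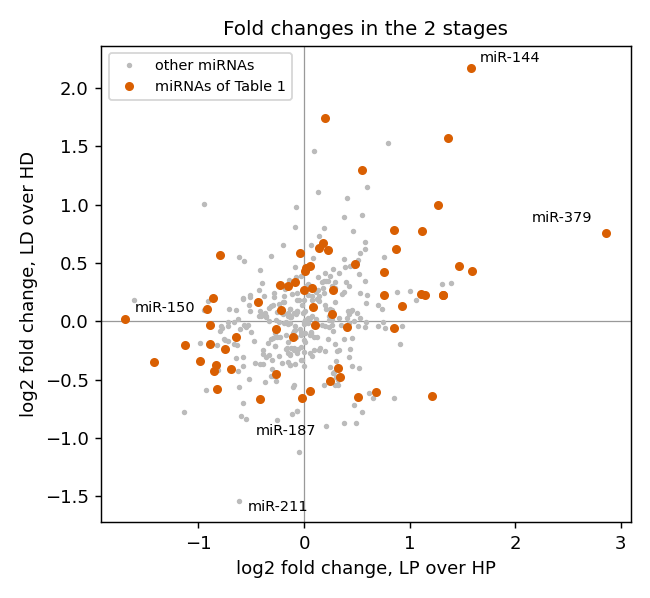
Log2 fold change of LP over HP (horizontal axis) and of LD over HD (vertical axis) for the 388 miRNAs, with 1 point per miRNA and those of Table 1 in orange. The points scatter widely about a weak positive trend (r = 0.306), and miR-379 lies farthest to the right at 2.86.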

**TABLE 1:** The differentially expressed miRNAs between high and low milk protein content in lactation and non-lactation.

Group	DE miRNAs number	DE miRNA list
HP vs LP	28	Up: let-7a-3p, let-7f, miR-150, miR-204, miR-2478, miR-320a, miR-326, miR-340, miR-423-3p, miR-423-5p, miR-92b
		Down: miR-143, miR-144, miR-146a, miR-146b, miR-152, miR-16a, miR-185, miR-24–3p, miR-2904, miR-34a, miR-374a, miR-379, miR-382, miR-411c-3p, miR-425–3p, miR-451, miR-655
HD vs LD	52	Up: miR-1185, miR-1296, miR-132, miR-147, miR-149-5p, miR-150, miR-199a-5p, miR-20b, miR-2411-3p, miR-2478, miR-2887, miR-2904, miR-296-3p, miR-326, miR-331-3p, miR-429, miR-484, miR-494, miR-495, miR-505, miR-665, miR-885
		Down: miR-1, miR-100, miR-10a, miR-10b, miR-1271, miR-1388–5p, miR-141, miR-143, miR-144, miR-146a, miR-146b, miR-152, miR-16a, miR-185, miR-192, miR-195, miR-196a, miR-196b, miR-24–3p, miR-26a, miR-26b, miR-27b, miR-30a-5p, miR-374a, miR-379, miR-409a, miR-486, miR-6524, miR-99a-5p, miR-99b
Common	14	miR-143, miR-144, miR-146a, miR-146b, miR-150, miR-152, miR-16a, miR-185, miR-24–3p, miR-2478, miR-2904, miR-326, miR-374a, miR-379

**FIGURE 3:**
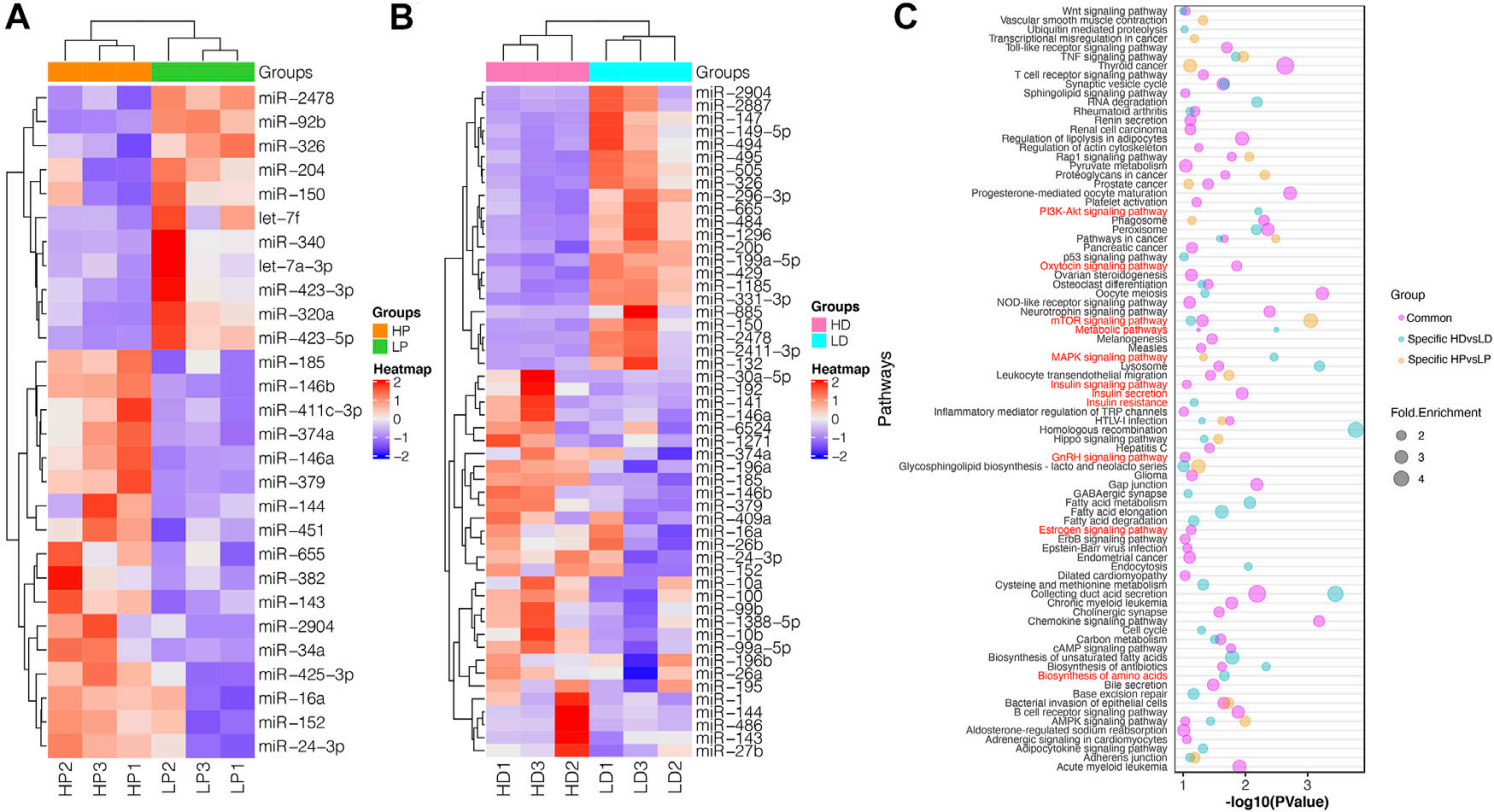
The functional annotation of DE miRNAs. **(A,B)** Cluster analysis of DE miRNAs in HP vs. LP and HD vs. LD based on their standardized expression by z-score. Red indicates higher expression and blue shows lower expression. **(C)** Predominant function categories targeted by common DE miRNAs, lactation-specific DE miRNAs and non-lactating-specific DE miRNAs. More significant values and shapes were suggesting higher relevance and higher enriched fold, respectively. The red labels represent the milk protein-associated pathways.

### Target Gene Prediction of Differentially Expressed miRNAs

To better understand the function of DE miRNAs, putative target genes were predicted using the 3′-UTR sequence of mRNA by the miRanda software. We predicted 9,156 target mRNAs for the 28 DE miRNAs in HP vs LP and 10,045 target mRNAs for the 52 DE miRNAs in HD vs. LD. To identify target genes with high confidence, we performed correlation analysis between DE miRNAs and their target genes in the expression levels in the 12 mammary samples. The expression of target genes from the 12 similar samples was quantified by RNA-seq mentioned in our previous study (Li et al., 2016). We detected 28 DE miRNAs inversely correlated with 1,685 targets resulting in 2,468 miRNA-mRNA pairs for HP vs. LP and 52 DE miRNAs inversely correlated with 2,280 targets resulting in 3,697 miRNA-mRNA pairs for HD vs. LD (Supplementary Tables S6A,B). For the 14 common DE miRNAs across HP vs. LP and HD vs. LD, we found 914 inversely correlated targets resulting in 1,210 miRNA-mRNA pairs (*p*-value <0.05, Supplementary Table S6C).

### Functional Annotation of Differentially Expressed miRNAs

To functionally classify the DE miRNAs, GO and KEGG enrichment analyses were performed for DE miRNAs’ confident target genes in lactation and non-lactating period, respectively. Functional annotation showed that these 914 target genes of common DE miRNAs were significantly enriched in 60 pathways and 123 GO terms. Many pathways were associated with protein synthesis, insulin secretion, mTOR signaling pathway, estrogen signaling pathway, insulin signaling pathway and GnRH signaling pathway. Many GO terms were involved in protein synthesis, such as protein transport, *trans*-Golgi network, metabolic process and protein serine/threonine kinase activity (Supplementary Table S7A).

For specifically DE miRNAs in lactation, their target genes were enriched in 18 pathways and 110 GO terms. The pathways were involved in the mTOR signaling pathway, TNF signaling pathway, leukocyte transendothelial migration and MAPK signaling pathway. The functional terms involved in protein synthesis were noticed for positive regulation of transcription, post-Golgi vesicle-mediated transport, mRNA 3′-UTR binding and ER to Golgi transport vesicle (Supplementary Table S7B). For specifically DE miRNAs in the non-lactating period, their target genes were enriched in 37 pathways and 205 GO terms. Several target genes were observed to be involved in the PI3K-Akt signaling pathway, metabolic pathways and mTOR signaling pathway. Their functional terms were associated with protein transport, transcription, vasculogenesis and positive regulation of gene silencing by miRNA (Supplementary Table S7C). All enriched KEGG pathways and the top 10 significant GO terms are shown in Figure 3B.

Trends in DE miRNAs in lactation or non-lactating period were examined using k-means clustering, which revealed that 66 DE miRNAs in either HP vs. LP or HD vs. LD could be divided into seven distinct clusters with differentially expression level pattern changes (Figure 4). 

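The 66 miRNAs of Table 1 were clustered by k-means with k = 7 and 200 random starts, on group means of z-scores of log2(normalized TPM + 1) over the 12 libraries. The 7 clusters held between 7 and 11 miRNAs. The largest changes between HP and LP were in a cluster of 8 miRNAs, among them miR-143, miR-16a, miR-34a and miR-185, with a mean z-score difference of 1.57 for LP minus HP and 0.54 for LD minus HD. The opposite pattern was in a cluster of 9, with miR-150, miR-326 and miR-423-5p, at -1.52 and -0.31. A cluster of 7, with miR-144, miR-451 and miR-486, changed by 0.69 and 0.88.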

Most clusters (such as clusters 1, 2, 5 and 7) revealed that the expression change pattern of miRNAs in HP vs LP was similar to HD vs LD. 

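In 5 of the 7 clusters, with 45 of the 66 miRNAs, the mean changed in the same direction from HP to LP and from HD to LD. In 3 of these clusters it was higher in the low groups and in 2 it was lower. The other 2 clusters, with 21 miRNAs, had opposite directions, although their changes in the non-lactating period were small (-0.16 and 0.06 in z-score). Among the 5 clusters with a common direction, a cluster of 11 miRNAs also changed little (-0.26 for LP minus HP and -0.19 for LD minus HD). The number of miRNAs in clusters with a common direction was 50 with k = 5 and 40 with k = 9. It was 22 without LP replicate 1 and at most 66 in the fits that each left out a library. The paper sorted the DE miRNAs of both comparisons by the pattern of their group means, and from the profiles of Figure 4 it states that in most clusters the change in HP vs LP resembled that in HD vs LD.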

Functional annotation reveals that these 26 miRNAs with similar expression patterns were involved in a variety of biological processes, such as biosynthesis of antibiotics, metabolic pathways and TNF signaling pathway (Supplementary Table S8). Clusters 3 and 4 indicated that some miRNAs were stably expressed between HP and LP, while they were dynamically changed between HD and LD.

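Table 1 lists 38 miRNAs for HD vs LD only. Their median absolute log2 fold change was 0.24 in lactation and 0.41 in the non-lactating period, where the median standard error was 0.37 and 0.54. The change was the larger in HD vs LD for 25 of the 38. The test of whether the phenotype difference depended on stage gave 0 of the 38 with an unadjusted p-value under 0.05. How often this test finds a real difference was not measured, so it does not show that the stages were alike. For the 14 miRNAs listed for HP vs LP only, the medians were 1.00 and 0.24, and 4 of the 14 had an unadjusted p-value under 0.05 in that test. These 14 were chosen for their change between these same lactation libraries, so a larger change in lactation is built in. The paper's fold changes for HD vs LD match another split of the non-lactating libraries than the deposited labels. The 14 and the 38 were therefore not chosen alike, and setting them side by side decides nothing. In the k-means clusters, a change smaller in lactation than in the non-lactating period was found in 2 clusters, one of 7 miRNAs (0.69 and 0.88), with miR-141, miR-144, miR-2411-3p, miR-30a-5p, miR-374a, miR-451 and miR-486, and one of 10 (0.29 and 0.67), with miR-1, miR-10a, miR-10b, miR-132, miR-192, miR-196a, miR-26a, miR-27b, miR-494 and miR-6524.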

**FIGURE 4:**
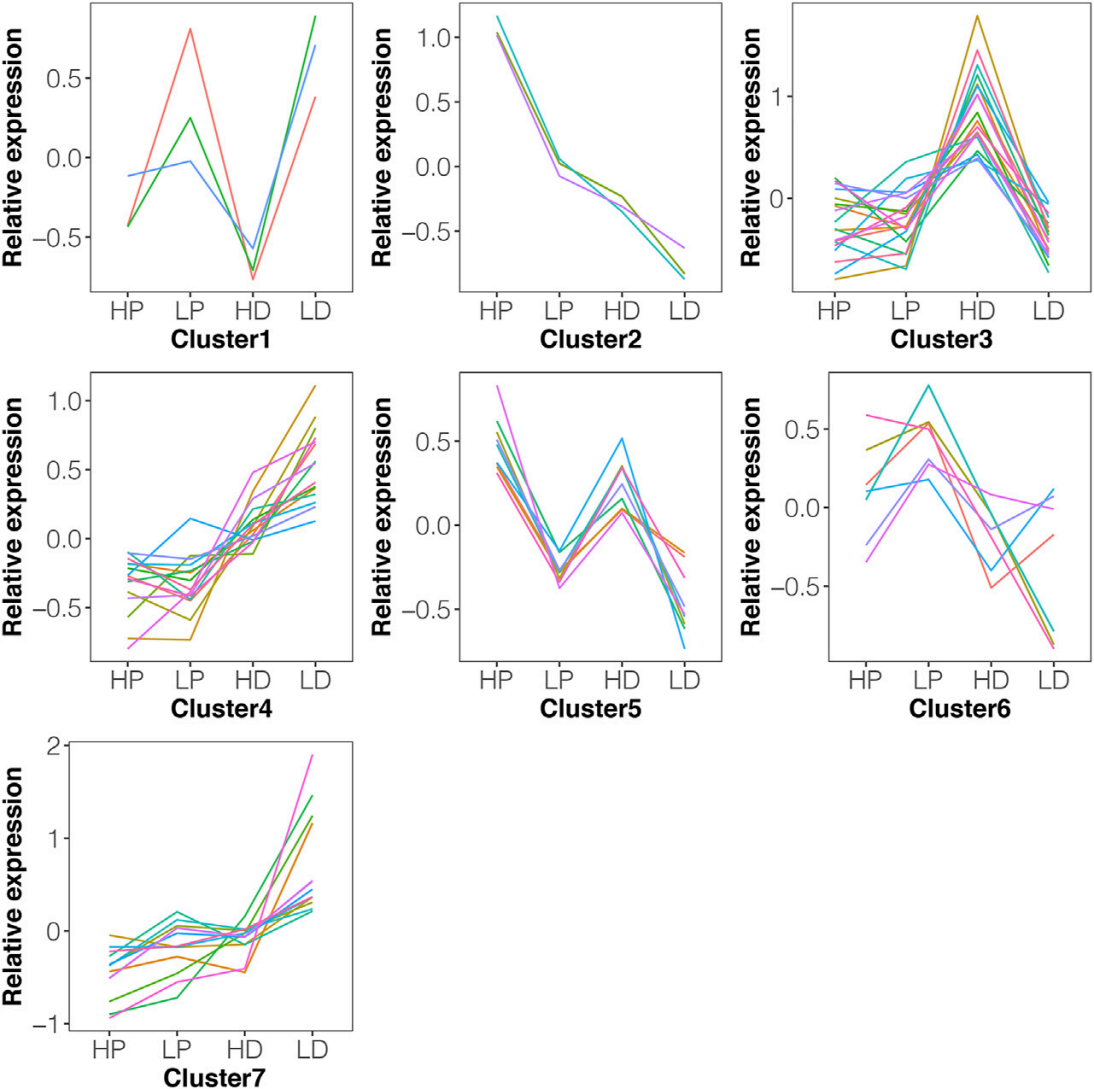
The expression pattern of DE miRNAs using k-means clustering. The 66 DE miRNAs in either HP vs. LP or HD vs. LD could be divided into seven distinct clusters with differentially expression level pattern changes. The *y*-axis represents the relative expression using mean normalization. Most clusters (such as clusters 1, 2, 5 and 7) revealed that the expression change pattern of miRNAs in HP vs. LP was similar to HD vs. LD.

### Regulatory Networks for Differentially miRNAs-mRNAs

To better understand the relationship between miRNAs and milk protein traits, we selectively analyzed the 214 miRNA-mRNA pairs. Both miRNAs and their targets were DE in HP vs LP or HD vs LD. 

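In HP vs LP, miR-146a had 250 ± 24.4 normalized TPM in HP and 638 ± 256 in LP (SD, n = 3; log2 fold change 1.27, SE 0.32, limma adjusted p = 0.124). miR-2478 had 4064 ± 535 in HP and 2186 ± 604 in LP (log2 fold change -0.92, SE 0.27, limma adjusted p = 0.203). miR-150 had 1527 ± 603 in HP and 636 ± 635 in LP (log2 fold change -1.69, SE 0.61, limma adjusted p = 0.251), and its libraries overlapped between the groups. So did those of miR-144, with 16.2 ± 8.69 in HP and 58.3 ± 38.5 in LP (log2 fold change 1.58, SE 0.63, limma adjusted p = 0.272). miR-16a and miR-374a were also DE, with log2 fold changes of 1.14 (SE 0.42) and 0.87 (SE 0.30). miR-2904 (0.75, SE 0.29) and let-7a-3p (-0.79, SE 0.38) were not.

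For HD vs LD the paper's fold changes match another split of the non-lactating libraries than the deposited labels used here. At these labels none of the 19 miRNAs named here was DE, and each had a limma adjusted p of 0.994. The largest difference was that of miR-144, with 5.32 ± 5.00 normalized TPM in HD and 53.8 ± 79.1 in LD (SD, n = 3; log2 fold change 2.18, SE 1.13). Without LD replicate 2 the log2 fold change was 0.86, and that library also had the highest value of the erythroid miR-451 among the 12 libraries. For miR-1 the values were 5.56 ± 7.20 and 15.0 ± 18.0 (log2 fold change 1.30, SE 0.99), again with the highest value in LD replicate 2. The log2 fold changes of miR-146a (1.00), miR-185 (0.78), miR-141 (0.50), miR-1271 (0.43), miR-146b (0.43) and miR-2904 (0.42) were positive, and those of miR-429 (-0.60) and miR-505 (-0.42) negative. The remaining miRNAs, namely miR-1296, miR-195, miR-16a, miR-152, miR-196a, miR-196b, miR-2478, miR-2887 and miR-885, changed by between -0.13 and 0.27. With the replicate number as a block, miR-146a was DE in HD vs LD (limma adjusted p = 0.591; 0.591 to 0.999 over the alternatives that kept all libraries). Without the size factors the log2 fold changes of all miRNAs moved by a median of -0.22, and those of miR-195, miR-16a, miR-152, miR-2887 and miR-2478, near 0, changed sign.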

We found that 22 DE miRNAs potentially regulated 24 DEGs which were involved in milk protein synthesis (Table 2). For example, *PSPH*, as a phosphoserine phosphatase that functions as phosphotransferase that is responsible for the third and last steps in l-serine formation, was involved in the biosynthesis of amino acids, metabolic pathways and glycine, serine and threonine metabolism. The expression of miR-1 was negatively correlated with *PSPH*. *FABP3*, targeted by miR-146b and miR-185, influences fat and protein content in cattle (Kulig et al., 2013). Additional genes are listed in Table 2. The networks of candidate target genes involved in milk protein synthesis through various pathways are shown in Figure 5.

**TABLE 2:** The differentially expressed miRNAs with their potential target genes related to milk protein synthesis.

Group	miRNAs	log2 (fold change)	*p* value	padj	Targets
HP vs LP	let-7a-3p	0.90	0.0351	0.2489	BAMBI, COL4A5, DNAJC6
	miR-150	1.27	0.0401	0.2684	MYB
	miR-144	−1.84	0.0058	0.0985	MYB
	miR-16a	−0.94	0.0422	0.2706	MYB
	miR-2478	0.94	0.0008	0.0351	MYB
	miR-146a	−1.35	0.0002	0.0094	ALOX15, FABP3
	miR-146b	−1.61	4.15E-07	0.0001	ALOX15, FABP3
	miR-2478	0.94	0.0008	0.0351	ME3, MYB
	miR-2904	−0.84	0.0203	0.1910	DNAJC6
	miR-374a	−0.94	0.0053	0.0985	MYB, DUSP13
HD vs LD	miR-1	−2.94	0.0094	NA	PSPH
	miR-1296	0.81	0.0443	0.1589	CCNB2
	miR-141	−1.51	0.0001	0.0012	SMAD9, ITGA8, ATP6V0D2, MAD2L1
	miR-195	−1.00	0.0056	0.0329	CCNB2
	miR-16a	−1.05	0.0016	0.0113	CCNB2
	miR-1271	−1.36	0.0017	0.0123	COL2A1
	miR-152	−1.28	0.0005	0.0048	COL2A1
	miR-196b	−0.83	0.0172	0.0808	COL2A1
	miR-196a	−1.38	4.89E-06	0.0001	COL2A1
	miR-2887	2.08	0.0001	0.0018	ANGPT4
	miR-429	1.05	0.0002	0.0025	SPP1
	miR-505	0.99	0.0104	0.0529	ACSBG1
	miR-885	2.14	0.0355	NA	NR1D1
	miR-144	−3.43	0.0007	0.0060	ASF1B, SPP1, CDK1
	miR-146a	−1.97	0.0000	0.0001	FABP3
	miR-146b	−1.83	3.37E-08	4.04E-06	FABP4
	miR-185	−1.79	3.42E-06	0.0001	SPP1, FABP3
	miR-2478	1.56	0.0001	0.0014	KCNJ2
	miR-2904	1.31	0.0470	0.1612	PODN, SFRP1

**FIGURE 5:**
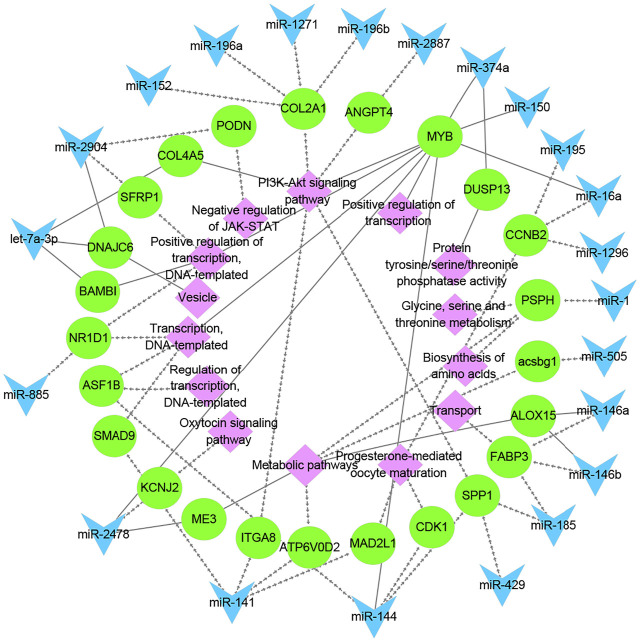
The functional network of candidate miRNAs, mRNAs, and pathways. The blue triangles, green circles, and pink diamonds represent miRNAs, mRNAs and pathways, respectively. The dashed and solid lines represent the lactating and non-lactating period networks, respectively.

### Differentially Expressed miRNA Genes are Enriched With GWAS Signals of Milk Protein Traits

To assess whether DE miRNAs were associated with GWAS signals, we applied enrichment analysis from GWAS for all correlated targets of DE miRNAs across five milk traits (milk yield, milk protein yield, milk fat yield, milk protein percentage and milk fat percentage), one reproduction trait (heifer conception rate) and one health trait (somatic cell sore, SCS). Since very few imputed SNPs were observed within the miRNA precursor regions due to their short lengths, the analysis included the flanking ±50 kb sequences of DE miRNA precursors to capture proximal SNPs in the regulatory regions. The background regions were all miRNA precursors in miRbase 22.0 and their flanking ±50-kb regions. We did not detect significant enrichments for milk production in both HP vs LP and HD vs LD (Supplementary Table S9a). However, after removing 1,737 SNPs close to *DGAT1*, significant (FDR < 0.05) enrichments were observed for the milk protein percentage trait in DE miRNA of HP vs LP, while the GWAS signals of the protein trait were enriched in DE miRNAs of HD vs LD (FDR < 0.1, Table 3). Next, the DE miRNAs were separated into upregulated and downregulated miRNAs based on their log2FC >0 (up) or <0 (down) across comparison groups. The milk protein GWAS signals were significantly more enriched in upregulated miRNAs than in downregulated miRNAs in HP vs LP, while the opposite results were found in HD vs LD (Supplementary Table S9B). These results suggested that the milk protein variations in the traits may be associated with the DE miRNA genes.

**TABLE 3:** The enrichment results of GWAS signals for the DE miRNA precursors and targets of DE miRNAs.

Traits	DE miRNA precursors				Targets of DE miRNAs			
	HP vs. LP		HD vs. LD		HP vs. LP		HD vs. LD	
	*p*-value	FDR	*p*-value	FDR	*p*-value	FDR	*p*-value	FDR
Milk	0.149	0.260	0.191	0.268	0.007	0.024*	0.066	0.093
Fat	0.244	0.342	0.143	0.250	0.026	0.045*	0.063	0.093
Fat percentage	0.086	0.200	0.139	0.250	0.013	0.030*	0.199	0.232
Protein	0.064	0.200	0.011	0.080	0.002	0.014*	0.002	0.014*
Protein percentage	0.005	0.033*	0.289	0.289	0.043	0.060	0.061	0.093
SCS	0.443	0.516	0.110	0.250	0.076	0.089	0.004	0.019*
Heifer_Conc_Rate	0.649	0.649	0.244	0.285	0.584	0.584	0.642	0.642

The 1,737 SNPs close to DGAT1 genes were discarded in GWAS enrichment analysis. The significant (<0.05) false discovery rate (FDR) correction of p-value were marked with star symbols and bold values.

### Target Genes of Differentially Expressed miRNAs are Enriched With GWAS Signals of Milk Protein Traits

To investigate the joint effect of genetic variations in miRNA targets on milk production traits in dairy cattle, we conducted the GWAS enrichment analysis using inversely and significantly correlated targets of DE miRNA. Only SNPs located in targets or in the 5 kb extended region of targets were included in calculating the squares of their effects. For comparison, 10,000 random SNP sets located in all annotated genes (Ensemble 95) or their 5 kb extended areas were generated. As shown in Figure 5A, the correlated targets of DE miRNAs were enriched with GWAS signals of the milk protein trait (FDR < 0.05, Supplementary Table S10A). After correcting the DGAT1 bias, significant (FDR < 0.05) enrichments were observed for all five milk production traits in HP vs LP. For the targets of DE miRNAs in HD vs LD, significant enrichments were kept for milk protein and SCS traits. Similar with the GWAS enrichment analysis of DE miRNA genes, we also found that the milk protein GWAS signals were significantly more enriched in targets of upregulated miRNAs than in targets of downregulated miRNAs in HP vs LP, while the opposite results were found in HD vs LD (Supplementary Table S10B). In addition, we did not find any enrichments in either HP vs LP or HD vs LD for the GWAS signals of the heifer conception rate trait (Supplementary Table S10B).

## Discussion

In this study, we obtained a comprehensive landscape of miRNAs associated with milk protein in the context of miRNA profiles across 12 mammary tissue samples during two different stages of lactation. Importantly, we identified candidate miRNAs and networks related to milk protein by integrating miRNAs, transcriptome and GWAS signals. These findings provide valuable insights for lactogenesis and yield a suite of molecular breeding resources to optimize the content of milk proteins.

There were 388 known miRNAs expressed in our study, accounting for 38.7% of all known bovine miRNAs deposited in miRbase 22.0. A total of 297 novel miRNAs were detected in this study, which will considerably increase bovine miRNAs’ repertoire. A weakness of this study is the lack of visual inspection for the biopsy sample, but we found that the top expressed miRNAs of our mammary biopsy sample were similar with those of previous studies (Jin et al., 2014; Billa et al., 2019). The differentially regulated expression patterns of miRNAs in mammary gland tissue underscore that the synthesis and secretion of milk protein involve a high level of posttranscriptional regulation of gene expression by miRNAs. The 14 DE miRNAs between high and low milk protein percentages across both lactation and non-lactating periods suggest that these miRNAs may partially regulate the functions of the same biological or physiological processes in the two periods.

After combining the target prediction with expression correlation analysis, we matched 1,685 inversely correlated targets that resulted in 2,468 miRNA-mRNA pairs for HP vs LP and 2,280 inversely correlated targets that resulted in 3,697 miRNA-mRNA pairs for HD vs LD. Functional annotation showed that these inversely correlated targets of common DE miRNAs across two stages were associated with mTOR signaling pathway, estrogen signaling pathway, insulin signaling pathway, and GnRH signaling pathway, implying that these miRNAs could be critical to factors that affect milk quality and yield. It should be noted that some of the common DE miRNAs in this study have been previously suggested to play essential roles in milk protein synthesis. For example, miR-152 negatively regulates DNA methyltransferase 1 (*DNMT1*), decreasing the global DNA methylation and increasing the expression of serine/threonine protein kinase Akt (*AKT*) and peroxisome proliferator-activated receptor gamma (*PPARγ*) (Wang et al., 2014). These target genes of DE miRNAs, specifically for lactation, were involved in positive transcription, mRNA 3′-UTR binding, and ER to the Golgi transport vesicle. Also, miR-423-5p has been shown to regulate AMPK-gamma1 (*AMPKγ1*) negatively. The 3′-UTR SNP of *AMPKγ1* was influential on the milk and protein yield traits. This mutation also changed target mRNA base-pairing to miR-423-5p, which implied that miR-423-5p plays an important role in milk metabolism pathways (Mahmoudi et al., 2015). These target genes of DE miRNAs, especially for the non-lactating period, were also associated with some milk protein metabolisms, such as PI3K-Akt signaling pathway, metabolic pathways and mTOR signaling pathway. For example, miR-486 directly downregulates *PTEN* gene expression, altering the expression of downstream genes, such as *AKT* and *mTOR*. miR-486 as a downstream regulator of *PTEN* is required for the development of the cow mammary gland (Li et al., 2015a).

The DE miRNA-DEG regulatory networks provided a comprehensive profile for understanding the mechanism of milk protein synthesis in cows. Twenty-two DE miRNAs which potentially regulated 24 DEGs associated with milk protein metabolism were identified. MiR-1 is a known suppressor involved in PI3K-AKT, mTOR, and NFκB pathways (Safa et al., 2020). miR-1 controls cholesterol synthesis and regulates mammary proliferation by targeting *IGF1* and *TBX3* in the sow’s mammary gland (Lin et al., 2020). Here, we found that the expression of miR-1 was negatively correlated with *PSPH*, which is an insulin-responsive gene in bovine mammary that is involved in protein synthesis (Menzies et al., 2009). Besides, proteins encoded by *PSPH* are engaged in serine synthesis (Brearley et al., 2019; Xuan et al., 2020). miR-146b was upregulated in the mammary glands of the HP group, which was reported to be involved mainly in leukemia, epidermal growth factor receptor (*EGFR*) signaling, MAPK, and nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) signaling pathways (Mathews et al., 2004; Taganov et al., 2006; Xiang et al., 2014). Moreover, miR-146b was associated with mammary gland development and stem cell activity (Wicik et al., 2016). 

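In the lactation libraries miR-146b had 130 ± 26.6 normalized TPM in those labelled HP and 397 ± 108 in those labelled LP (SD, n = 3). The log2 fold change of LP over HP was 1.59 (SE 0.29, limma adjusted p = 0.0583), and all 3 LP libraries exceeded all 3 HP libraries. Over the fits that left out 1 library each it stayed between 1.38 and 1.75. In the non-lactating period miR-146b varied more among libraries, with 2194 ± 1854 in HD and 2896 ± 2092 in LD (SD, n = 3; log2 fold change 0.43, SE 0.73, limma adjusted p = 0.994), and the sign changed without LD replicate 3.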

The expression of *FABP3* was negatively correlated with miR-146b. SNPs within *FABP3* have been reported to influence fat and protein content in cattle (Kulig et al., 2013). These findings indicated that the expression change in DEGs and DE miRNAs within networks might contribute to milk protein metabolism in cows.

We integrated DE miRNA genes and their correlated targets with GWAS signals of milk production traits using the sum-based marker-set test method, which has been demonstrated to have higher power or at least equal to most commonly used marker-set test methods in polygenic traits (Sorensen et al., 2017; Fang et al., 2018). Our analysis revealed significant enrichment of milk protein GWAS signals in proximity to the precursors and target genes of DE miRNAs, especially to DE miRNAs in lactation, which implied that the DE miRNAs of lactation were more associated with milk protein traits. The GWAS signals of heifer conception rate trait were not enriched in targets of milk protein-associated miRNAs, which could be explained by negative genetic correlations between milk production traits and reproduction traits (Strucken et al., 2012; Tiezzi et al., 2012). Previous studies have reported that the DEGs in non-lactating periods could help the mammary tissue prevent issues with inflammation and udder disorders (Li et al., 2016). Of interest, we found that the DE miRNAs of the non-lactating period were related to the SCS trait. The differences in enrichments of up/downregulated miRNAs between lactation and non-lactating period indicated that the miRNAs might have different patterns of regulation involved in milk-related activities.

## Conclusion

This study integrated small RNA sequencing with RNA-seq in the mammary gland to detect genes/pathways associated with milk protein synthesis in cows. We provide genomic evidence that DE miRNA genes in lactation are significantly enriched with GWAS signals for milk protein percentage traits and that enrichments within DE miRNA targets are significantly higher than in random gene sets for the majority of milk production traits. Responsive miRNAs in the mammary gland played roles in the regulation of the milk protein synthesis and the dysregulation of overall metabolism, providing novel milk-biological insights into the genetic mechanisms. The results should further enhance our understanding of miRNA expression profiles associated with milk protein concentration, allowing us to develop more effective breeding strategies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, PRJNA689373, https://www.ncbi.nlm.nih.gov/geo/, GSM5511040.

How the deposited data were processed for this re-analysis (not part of the article)

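MiRNA expression was measured by small RNA sequencing of mammary biopsies from 12 Chinese Holstein cows, 3 each with high and low milk protein percentage in lactation (HP and LP) and in the non-lactating period (HD and LD). The authors removed adapters and low-quality bases with Cutadapt 2.8 and Trimmomatic 0.36, kept reads of 18 to 30 nt, mapped them to ARS-UCD1.2 with Bowtie 1.1.1 allowing 1 mismatch, and counted known miRNAs of miRBase 22.0 with the quantifier module of miRDeep2. The authors deposited the result as 1 table of RPM values, which they call TPM, with 12 libraries as columns and 426 entries of a mature miRNA and its precursor. The deposited TPM values are not corrected for length, are rounded, and every entry exceeds 0.5 TPM in at least 2 libraries. The paper's own test was DESeq2 on read counts. Those counts were not used here, so a test for normalized values took their place.

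Libraries were assigned to groups by the group and replicate number in their labels, which match the column names and the paper's list of cows. Depth was inferred from the values, since at least 99.4% of them in each library are whole multiples of 1 step. Counted over all entries, it ranged from 6026613 to 23577187 reads per library, with a median of 10732366 in lactation and 21207946 in the non-lactating period. The value of 3 reads was between 0.127 and 0.498 TPM, which covers counting error only. The step method was tested on simulated libraries, where the largest error of the read total was 0.00014%.

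For each mature miRNA the precursor with the highest mean was kept, which gave 388 miRNAs. TPM was divided by median-of-ratios size factors computed over the libraries of each fit, 1 was added and log2 was taken. HP vs LP and HD vs LD were each fitted over the 6 libraries of the stage with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a mean-variance trend. Lactation against the non-lactating period, and the dependence of the phenotype difference on stage, were fitted over all 12 libraries. DE miRNAs had an unadjusted p-value under 0.05 and an absolute log2 fold change over 0.8, and Benjamini-Hochberg adjusted values were taken past 0.05. On simulated data with 200 of 388 miRNAs changed by a log2 change of 1, 57% (lactation) and 60.5% (non-lactating) were recovered as DE, and by a log2 change of 2, 89.5% and 89%. At most 2.66% of the unchanged miRNAs were called DE. With Benjamini-Hochberg adjustment 72.5% and 65.5% were recovered at a log2 change of 1. The stage test, simulated with 200 miRNAs changed by a log2 change of 2, recovered 99% of them. In the simulations of the 2 comparisons every miRNA had the same noise (log2 SD of 0.366 and 0.403). Noise differs among the real miRNAs, and adjustment passes more readily when 200 of 388 change. These shares may therefore overstate recovery in the data.

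The principal component analysis used centred TPM values. The k-means clustering used k = 7, 200 random starts and z-scores of log2(normalized TPM + 1), where the legend of the paper's Figure 4 names mean normalization. Its counting of clusters with a common direction was tested on 66 simulated profiles, of which the 33 planted were counted. Differences in single values were tested with exact permutation tests in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. With 3 libraries against 3 such a test cannot give a p under 0.1.

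Main settings, designs and alternatives were set before the data were examined. The alternatives were TPM without size factors, pseudocounts of 0.1 and 5, no filter and a mean of at least 10 TPM, limma without the trend, every precursor entry, the replicate number as a block, all 12 libraries in 1 fit, leaving out each library in turn, other values of k, and other scalings of the principal component analysis. The replicate numbers that pair libraries come from their labels. They belong to different cows, and neither the labels nor the paper's text says that cows of the same number were matched. The text names the miRNAs in the paper's Tables 1 and 2, results and discussion, a list of 16 markers of blood, muscle and immune cells, the 5 smallest p-values past the threshold of each test, and the members of the top 20 lists. Values of miRNAs outside this rule were seen before they were chosen. The number of columns of the deposited table left unused was 0. RNA-seq values, target predictions, GWAS statistics and miRNAs outside miRBase were not analysed here.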

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

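The tests of depth, composition, marker miRNAs and low expression below were chosen only after the counts they bear on had been seen, whereas the comparisons with other splits of the libraries were planned.

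Between lactation and the non-lactating period, 165 of 388 miRNAs had a limma adjusted p-value under 0.05, 86 higher and 79 lower in lactation, a comparison the paper did not test. The largest effects among the smallest p-values were miR-375 (log2 fold change 3.12, SE 0.29), miR-6715 (3.07, SE 0.18, adjusted p = 7.65e-08), miR-148a (2.79) and miR-6516 (2.67). The stages differ in depth, with medians of 10732366 reads in lactation and 21207946 in the non-lactating period. Of the 154 miRNAs with a mean under 10 TPM 35.1% were called, and of the 234 others 47.4%. Since changes at low values are understated on this scale, fewer calls there say nothing on depth. The depths overlap, as the non-lactating HD1 (11047253 reads) lies within the range of lactation (6026613 to 13373833). With HD1 left out 165 miRNAs were called. For 132 of them (80%) HD1 lay on the non-lactating side of the midpoint between the stage means of the other libraries. That held for 88 of 110 with a mean of at least 10 TPM and 44 of 55 under it. These values argue against depth as the source of most calls. They rest on 1 library, so a part played by depth is not excluded. miR-148a was higher in every lactation library than in every non-lactating one, HD1 included. A few miRNAs taking most of the reads would move the calls with the scaling. Without size factors 142 miRNAs were called, 130 of them among the 165, although the split changed from 86 higher and 79 lower to 59 higher and 83 lower. Of 100 splits drawn from the 107 that part the libraries in the same way by replicate number, 1 gave as many calls, the real one, and the others gave at most 71. RNA of other cells may contribute. Of the 14 measured markers of blood, muscle and immune cells 4 were called, a smaller share than the 165 of 388 among all miRNAs. The number of markers called therefore gives no evidence for it. The 4 were 3 of the 6 immune markers, all lower in lactation (miR-142-5p -0.77, miR-155 -1.29, miR-146a -1.76), and the muscle marker miR-499 (1.14). No marker set was called throughout, so the share of the stage difference that comes from another mix of cells cannot be told apart from regulation within cells. The labels and the paper's text name no sequencing batch, and none was tested.

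In HP vs LP, 14 DE miRNAs lie outside the paper's Table 1, 7 higher and 7 lower in LP. Of the 14, 9 had a mean under 10 TPM, and low expression is a candidate explanation for those 9 only. The other 5 had means of 10.5 to 186 TPM, the highest being that of miR-32. With a pseudocount of 5, 1 of the 14 was called, miR-12030 (60.0 TPM, log2 fold change -0.99, SE 0.37, limma adjusted p = 0.251). Both miRNAs are named after their values were seen. Adding 5 shrinks the changes of low values whatever their source, so it does not separate noise from the phenotype. The 9 cannot be told apart from the noise of low values, and for the other 5 no technical explanation was tested on its own.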

How the results depend on the processing

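No alternative here was chosen after the results were seen, and none of the tests below was. Tests on read counts (edgeR and DESeq2) were planned only where whole reads are recovered from the values. A test restricted to the lowest values did not accept the reads as recovered in 11 of the 12 libraries, so the count tests were not run. Removing the filter, or lowering it to 0.1 TPM, leaves all results as they are, since every entry already exceeds 0.5 TPM in at least 2 libraries.

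HP vs LP gave 39 DE miRNAs and from 30 to 50 under the alternatives that kept all libraries, apart from 22 with a pseudocount of 5. HD vs LD gave 13 and from 9 to 17, apart from 3 without size factors and 7 with a pseudocount of 5. All 3 calls without size factors were lower in LD, against 5 of 13 with them. The count of adjusted p-values under 0.05 in HP vs LP was 1, and became 4 among miRNAs with a mean of at least 10 TPM, 0 with the replicate block and 2 in the fit of all 12 libraries. In HD vs LD it was 0 under each alternative run, with 19 miRNAs at an unadjusted p-value under 0.05. The replicate block gave 34 DE miRNAs in HP vs LP (33 of them among the 39) and 17 in HD vs LD (all 13 among them). It was checked by the correlation of same-numbered libraries, r = -0.161 and 0.365. The count of miRNAs DE in both comparisons was 0, with 2 at an unadjusted p-value under 0.05 in both, and became 2 with a pseudocount of 0.1 and 1 with the replicate block. For PC2, the share of its scores held by the phenotype was 55.6%, 36.2% after size factors, 9.51% with log2 values and 10.9% with scaled log2 values. Since the TPM scale weights the most abundant miRNAs, 86.2% of the loadings there lie on miR-143. For the other changes in this paragraph the cause was not tested.

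Across the fits that each left out 1 library, HP vs LP gave from 24 to 53 DE miRNAs and from 0 to 10 with an adjusted p-value under 0.05, HD vs LD from 6 to 36 and 0 in each, and both comparisons together from 0 to 6. Table 1 miRNAs with the same sign in both stages ranged from 34 to 50 (main value 45), with the exact binomial test passing 0.05 in 5 of those fits (p between 0.0012 and 0.0175). The binomial test takes miRNAs as independent, which they are not, so these p-values do not measure agreement particular to that list. The correlation of the log2 fold changes ranged from 0.110 to 0.431 and the miRNAs in clusters with a common direction from 22 to 66. The share of PC2 scores held by the phenotype ranged from 31.2% to 69.9%, and that of PC1 held by stage from 84.7% to 94.0%. The stage test gave from 143 to 179 miRNAs (113 to 171 under the other alternatives), and the dependence on stage 0 throughout. The top 20 lists shared from 17 to 19, and 388 miRNAs were expressed in each fit.

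Of 56 log2 fold changes of single miRNAs recomputed under the alternatives (18 of HP vs LP, 26 of HD vs LD and 12 between the stages), 13 changed sign under some alternative, all in HD vs LD, each with a limma adjusted p of 0.994 in the main setting. Without size factors these were miR-195 (-0.14), miR-16a (-0.010), miR-152 (-0.10), miR-2887 (-0.17) and miR-2478 (-0.13). Leaving out the size factors lowers nearly all fold changes of HD vs LD by a similar amount (median change -0.22, and -0.24 for these 5), so these sign changes show only that the 5 lay near 0. When single libraries were left out, HD vs LD ranged from -0.41 to 0.14 for miR-1296, from -0.12 to 0.99 for miR-141, from -0.31 to 0.68 for miR-195, from -0.19 to 0.69 for miR-16a, from -0.00048 to 1.01 for miR-1271, from -0.36 to 0.76 for miR-152, from -0.43 to 0.43 for miR-196b, from -0.087 to 0.96 for miR-196a, from -0.64 to 0.92 for miR-2887, from -0.71 to 0.78 for miR-885, from -0.14 to 1.09 for miR-146b, from -0.42 to 0.64 for miR-2478 and from -0.28 to 2.05 for miR-379. Among the same fold changes, 15 fell short of the limits under some alternative and 10 newly passed them (DE limits, or an adjusted p of 0.05 between the stages). Apart from the 5 sign changes without size factors, the causes were not tested. miR-1 among others has a mean under 10 TPM over the 12 libraries, so that filter gives no value for it. Depth limits the results at the low end, where 154 miRNAs have a mean under 10 TPM.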

Differences from the paper's values

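No test in this part was chosen after the results were seen. The alternatives named are those set before the data were examined. A count is taken as within the paper's when neither is more than 1.5 times the other, and a log2 fold change when it has the paper's sign and differs by no more than the SE found here.

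For HP vs LP the paper gives 11 miRNAs higher in LP, and 23 were found here. By count alone, those within the paper's were a pseudocount of 5 (14), leaving out HP replicate 2 (16) and leaving out LP replicate 1 (15), and the others were not. These counts do not refer to the paper's 11 miRNAs, since all 28 of its Table 1 have the opposite sign here. With the paper's sign reversed, its 17 and 11 miRNAs stand against 23 higher and 16 lower in LP here. By count, these and the totals of 28 and 39 are within 1.5 times of each other. For HD vs LD the paper gives 52 DE miRNAs, 22 higher and 30 lower in LD, against 13, 8 and 5 here. Its fold changes for HD vs LD match another split of these libraries than the deposited labels, as given below. The HD vs LD values set side by side here may therefore not rest on the same groups. Without LD replicate 1 there were 36, of which 18 were higher in LD. By count alone these 2 are within 1.5 times of the paper's, since only 13 of the 36 are on its list for HD vs LD. No alternative brought the count lower in LD within that limit. The paper's 14 miRNAs common to both comparisons stand against 0 here, and no alternative came within the limit. The paper counts 26 miRNAs in clusters with similar patterns, against 45 here. Leaving out LP replicate 1 (22) or HD replicate 2 (39) gave counts within 1.5 times of the paper's, and the other alternatives did not. The paper's supplementary list has 7 entries with an adjusted p-value under 0.05 in HP vs LP and 41 in HD vs LD, against 1 and 0 miRNAs here, with 61 and 19 at an unadjusted p-value under 0.05. Leaving out HP replicate 1 gave 10 for HP vs LP, within 1.5 times of the paper's, and no alternative did so for HD vs LD.

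All 28 log2 fold changes of the paper's Table 2 differ from those found here. In HP vs LP all 9 have the opposite sign. The paper gives 0.90 for let-7a-3p, against -0.79 here, 1.27 for miR-150, against -1.69, and -1.84 for miR-144, against 1.58. It gives -0.94 for miR-16a, against 1.14 here, 0.94 for miR-2478, against -0.92, and -1.35 for miR-146a, against 1.27. For miR-146b, miR-2904 and miR-374a the paper's values are -1.61, -0.84 and -0.94, against 1.59, 0.75 and 0.87. No alternative came within the paper's value for any of these 9.

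In HD vs LD 14 of the 19 have the opposite sign. The paper's values are -2.94 for miR-1, against 1.30 here, 0.81 for miR-1296, against -0.067, -1.51 for miR-141, against 0.50, and -1.00 for miR-195, against 0.10. For miR-16a, miR-1271, miR-152 and miR-196a the paper has -1.05, -1.36, -1.28 and -1.38, against 0.23, 0.43, 0.13 and 0.27 here. For miR-429 and miR-505 it has 1.05 and 0.99, against -0.60 and -0.42. For miR-144, miR-146a, miR-146b and miR-185 it has -3.43, -1.97, -1.83 and -1.79, against 2.18, 1.00, 0.43 and 0.78. With the paper's sign but another size were miR-196b (the paper's -0.83, against -0.13), miR-2887 (2.08, against 0.065), miR-885 (2.14, against 0.27), miR-2478 (1.56, against 0.11) and miR-2904 (1.31, against 0.42). For miR-196b the values within 1 SE (0.49) of the paper's, all smaller in size, were those without size factors (-0.37) and without HD replicate 1 (-0.37), LD replicate 2 (-0.43) or LD replicate 3 (-0.40). For miR-2904 (SE 0.71) they were those without HD replicate 1 (1.20) or LD replicate 2 (0.67). Of the 419 values computed under alternatives, these 6 were the ones within 1 SE, and the SE of both miRNAs is large beside the values.

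The paper lists miRNAs as DE that were not DE here, and some alternatives called them. In HP vs LP miR-2904 was called without HP replicate 1, LP replicate 1 or LP replicate 2, let-7a-3p without HP replicate 2 or HP replicate 3, and let-7f without HP replicate 3. In HD vs LD miR-146a was called with the replicate block and without HD replicate 3, miR-486 in the fit of all 12 libraries, miR-1 without HD replicate 3 and miR-144 without LD replicate 3. Without LD replicate 1, 13 of the listed miRNAs were called, miR-10a, miR-10b, miR-185, miR-192, miR-196a, miR-24-3p, miR-374a, miR-429, miR-486, miR-495, miR-665, miR-99a-5p and miR-99b.

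The paper's directions for HP vs LP were the opposite of those here for all 28 miRNAs of its Table 1, and for HD vs LD for 44 of 52. Its statement that miR-146b was higher in HP stands against a log2 fold change of LP over HP of 1.59. It places miR-142 higher in lactation and miR-126 higher in the non-lactating period. Here miR-142-5p was higher in the non-lactating period (log2 fold change of lactation -0.77) and miR-126-3p in lactation (1.12). The paper names 1 miRNA apart for each stage in the top 20 lists, and 2 were found here, with miR-30e-5p and miR-125b in addition.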

Other observations

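The tests of exchanged labels, of other assignments of libraries, of library names and of the principal components in Fig. 2A were chosen only after the differences they bear on had been seen. The tests of blood, muscle and LP replicate 1 and the comparisons with other splits were planned.

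The log2 fold changes of HP vs LP computed from the deposited table have the opposite sign to the paper's for all 34 entries of the paper's supplementary list. Computed from ratios of group means, they correlate with the paper's at r = -1.00 across entries, and with the group names exchanged the largest difference is 0.05. A candidate explanation is that the names HP and LP are exchanged between the deposited table and the paper's list, or that the ratio was taken as high over low in the paper. The values cannot separate these. Principal component scores read by eye from Fig. 2A follow those computed from the deposited table at r = 0.999 for PC2 over the 12 libraries, so the library names of that figure are those of the table, and names that differ between figure and table do not account for the signs.

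For HD vs LD a reversed sign alone leaves the paper's values unexplained. At the deposited labels the correlation across the 60 entries listed is -0.739, with 51 of opposite sign. Over the 20 ordered ways of splitting the 6 non-lactating libraries into 3 and 3, the highest correlation is 1.00, when HD3, LD2 and LD3 take the place of the high group and HD1, HD2 and LD1 that of the low group. The largest difference is then 0.16, and the next split reaches 0.914. Read the other way, with HD1, HD2 and LD1 as the high group, the correlation is -1.00, so the sign reversed as in HP vs LP together with an exchange of HD3 and LD1 alone gives the same match. A candidate explanation is that libraries were assigned to HD and LD in another way in the paper's list than in the deposited table. Which of them is right cannot be told from the values, and no result here uses that split as a condition. That split also parts the cows by days before calving (29 to 39 for HD1, HD2 and LD1, 20 to 23 for the others).

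The reads implied by the deposited values place LP1 first among the 6 lactation libraries, whereas the paper's mapped reads place it last. Set against the paper's mapped reads, the reads on mature miRNAs would be 88.9% in LP1 and between 21.2% and 79.6% in the other 11 libraries. This may mean that library names are exchanged between the deposited table and the paper's depth table. The test rests on 1 library, and no other explanation was tested.

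Leaving out LP replicate 1 gave 24 DE miRNAs in HP vs LP, the lowest of the 6 fits (24 to 53), which suggests that this library carries part of the difference. By root mean square log2 difference LP1 lies 0.749 from LP2 and 0.602 from LP3, which lie 0.691 from each other, so it is not apart from both.

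Blood in the biopsies may underlie part of the changes in miR-144 and miR-486. Across the 12 libraries the erythroid miR-451 correlated with miR-144 at r = 0.933 (Spearman's rho 0.944, permutation p = 2e-05 for both, the adjusted p being 0.00036 over 18 relations) and with miR-486 at r = 0.903 (rho 0.867, permutation p = 7e-05 and 0.00065, adjusted 0.00063 and 0.00585). Without the 2 libraries farthest from the median r was 0.900 and 0.794. Within lactation r was 0.891 for miR-144 and 0.603 for miR-486 (exact permutation p = 0.0181 and 0.193), and within the non-lactating period 0.952 and 0.956 (exact permutation p = 0.00833 and 0.00556). All 3 were highest in LD replicate 2, with 2607, 103 and 3416 TPM for miR-451, miR-144 and miR-486. The fourth blood marker, miR-363, did not follow them, as LD replicate 2 had its lowest value among the 6 non-lactating libraries (28.6 TPM, against 63.2 to 152 in the others), so the blood markers disagree. Shared regulation of these miRNAs in mammary cells was not tested.

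Muscle RNA in a biopsy was tested for miR-1 in the non-lactating period. miR-1 was highest in LD replicate 2 (25.5 TPM), followed by HD replicate 3 (12.2 TPM). Over these 6 libraries miR-1 correlated with the muscle marker miR-133a at r = 0.608 (rho 0.657, exact permutation p = 0.215 and 0.175, adjusted 0.258 and 0.242 over 18 relations; r = 0.754 without the 2 farthest libraries). With miR-133b r was 0.683 (rho 0.657, exact permutation p = 0.143 and 0.175, adjusted 0.209 and 0.242). With miR-499 r was 0.945 (rho 1.00, exact permutation p = 0.00694 and 0.00278, adjusted 0.025 and 0.0125; r = 0.986 without the 2 farthest libraries). Outside these 6 libraries the relation with miR-499 did not hold, with r = -0.467 in lactation (rho -0.314, exact permutation p = 0.346 and 0.564, adjusted 0.389 and 0.597) and 0.173 over all 12 (rho 0.049, permutation p = 0.594 and 0.887, adjusted 0.629 and 0.887). For miR-133a r was 0.670 in lactation and 0.642 over all 12 (permutation p = 0.151 and 0.0228, adjusted 0.209 and 0.0456), and for miR-133b 0.225 and 0.599 (permutation p = 0.635 and 0.0376, adjusted 0.635 and 0.0677). These correlations use log2(normalized TPM + 1). In TPM miR-133a was highest in LD replicate 1 (719 TPM), and after size factors in HD replicate 3. The higher mean of miR-1 in LD than in HD cannot be told apart from such RNA.

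Other splits of the 6 libraries of a stage were compared with the real ones. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many DE miRNAs as HP vs LP (39), the real one, and of all 10 splits also 1, the others giving at most 23. For the adjusted count of 1, 2 of the 4 gave as many. For HD vs LD 1 of the 4 gave 13 DE miRNAs, but 3 of all 10 gave at least as many. The split of HD1, HD2 and LD1 from the others gave 73 DE miRNAs, of which 10 passed the adjustment. So few splits cannot give a share under 0.05. The split with 73 also parts the libraries by time before calving. HD1, HD2 and LD1 were taken 35, 29 and 39 days before, and HD3, LD2 and LD3 21, 23 and 20. Whether this time accounts for the 73 was not tested. For the adjusted counts of 0 in HD vs LD (19 miRNAs at an unadjusted p-value under 0.05) and for the dependence on stage (20 miRNAs), any split gives at least as many, as all 4 and all 32 did, so the comparison shows nothing for them.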
